# Identification of genes and pathways potentially related to PHF20 by gene expression profile analysis of glioblastoma U87 cell line

**DOI:** 10.1186/s12935-017-0459-x

**Published:** 2017-10-04

**Authors:** Tianlong Liu, Tiejun Zhang, Feng Zhou, Jitao Wang, Xiaohu Zhai, Nan Mu, Jongsun Park, Minna Liu, Wenxing Liu, Peijin Shang, Yi Ding, Aidong Wen, Yuwen Li

**Keywords:** PHF20, Glioblastoma, U87 cell, Gene expression profile, Bioinformatics

## Abstract

**Background:**

Glioblastoma is the most common and aggressive brain tumor associated with a poor prognosis. Plant homeodomain finger protein 20 (PHF20) is highly expressed in primary human gliomas and its expression is associated with tumor grade. However, the molecular mechanism by which PHF20 regulates glioblastoma remains poorly understood.

**Methods:**

Genome wide gene expression analysis was performed to identify differentially expressed genes (DEGs) in U87 cells with PHF20 gene knockdown. Gene ontology (GO) and pathway enrichment analyses were performed to investigate the functions and pathways of DEGs. Pathway-net and signal-net analyses were conducted to identify the key genes and pathways related to PHF20.

**Results:**

Expression of 540 genes, including FEN1 and CCL3, were significantly altered upon PHF20 gene silencing. GO analysis results showed that DEGs were significantly enriched in small molecule metabolic and apoptotic processes. Pathway analysis indicated that DEGs were mainly involved in cancer and metabolic pathways. The MAPK, apoptosis and p53 signaling pathways were identified as the hub pathways in the pathway network, while PLCB1, NRAS and PIK3 s were hub genes in the signaling network.

**Conclusions:**

Our findings indicated that PHF20 is a pivotal upstream regulator. It affects the occurrence and development of glioma by regulating a series of tumor-related genes, such as FEN1, CCL3, PLCB1, NRAS and PIK3s, and activation of apoptosis signaling pathways. Therefore, PHF20 might be a novel biomarker for early diagnosis, and a potential target for glioblastoma therapies.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12935-017-0459-x) contains supplementary material, which is available to authorized users.

## Background

Glioblastoma is the most common and lethal tumor of the central nervous system [1], owing to poor prognosis and repercussions on cognitive function [2]. Despite advances in knowledge and therapies over several decades, survival has not significantly improved, only 5.1% of patients with glioblastoma have a 5-year survival rate [3]. Thus, understanding the mechanisms that regulate glioblastoma progression is critical to developing novel therapies to improve patient outcome.

One particular protein of interest in glioblastoma regulation is plant homeodomain finger protein 20 (PHF20). PHF20 is a potent transcriptional activator, which binds to methylated lysine residues on the histone tail [4]. PHF20 is overexpressed in various cancer tissues compared to adjunct normal tissues, including advanced small-cell lung cancers and advanced adenocarcinomas [5]. Besides, PHF20 is highly expressed in primary human glioma specimens [6], and functions as an immunogenic antigen in glioblastoma [7, 8]. Auto-antibodies against PHF-20 were also detected in hepatocellular carcinoma [9] and meduloblastoma [10]. PHF20 expression levels have also been associated with the pathological tumor grade of gliomas [6].

To elucidate the mechanisms regulated by PHF20 in glioma as well as identify potential prognostic biomarkers and targets for drug discovery and immunotherapy, a microarray analysis was conducted to harness the systematic gene expression profile related to genomic and phenotypic information on glioblastoma in U87 cells.

## Methods

### Cell culture

Human glioblastoma cell lines U87, U251 and A172 originated from the Type Culture Collection of the Chinese Academy of Sciences (Shanghai, China). Cell lines LN229, HS683 and HEB were kindly provided by the department of neurosurgery at The First Affiliated Hospital of SooChow University. The cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Corning, NY, USA) containing 10% fetal bovine serum (FBS), 50 U/mL penicillin and 50 μg/mL streptomycin at 37 °C with 5% CO_2_ incubator. The cell lines tested negative for any mycoplasma contamination.

### Western blotting

1 × 10^6^ cultured cells were lysed with lysis buffer as previously described [5]. Protein concentration was measured using the BCA protein assay kit (Beyotime, Shanghai, China). The same amount of protein was separated by 10% sodium dodecyl sulfate–polyacrylamide (SDS-PAGE). A polyvinylidene difluoride (PVDF) membrane (Millipore, Bedford, MA, USA) was then used for electro-transfer. The membrane was blocked with 5% nonfat milk at room temperature for 1 h and incubated in primary antibodies against PHF20 (1:500, Cell Signaling Technology, USA), overnight at 4 °C. Subsequently, the membrane was incubated in the appropriate secondary antibody at room temperature for 1 h. In addition, β-actin was used as the loading control. Protein bands were visualized through enhanced chemiluminescence (ECL) reagent and detected using BioImaging Systems (UVP, Upland, CA, USA). The relative protein levels were calculated with Image J software (National Institutes of Health, USA). All experiments were performed in triplicate.

### Lentivirus-based shRNA infection

GFP-Lentiviral particles with PHF20-specific shRNA (shPHF20) were purchased from Genechem Co., Ltd. (Shanghai, China). The target sequence was TGACTTGGTTGTATCAGAT. Random sequence, TTCTCCGAACGTGTCACGT, was used as a negative control (shCON). U87 cells in 6-well plates were infected with lentiviral particles containing either shCON or shPHF20 to generate negative control (NC) or PHF20 knockdown (KD) U87 cells, respectively. 12 h after infection, the virus containing culture medium was replaced with fresh DMEM supplemented with 10% FBS for 72 h. The lentiviral infection efficiency was demonstrated by observing the presence of green fluorescent protein within the U87 cells using Olympus-IX71 fluorescence microscope (Tokyo, Japan) and RT-PCR assay.

### RNA extraction and quantitation

Total RNA was isolated using Trizol Reagent (Pufei, Shanghai, China) according to the manufacturer’s protocol. The RNA content was examined by identifying A260 and A280 values by using the Nanodrop 2000 (Thremo Scientific, Waltham, MA, USA). RNA integrity was assessed using a 2100 Bioanalyzer (Agilent Technologies) and an RNA 6000 Nano Kit (Agilent Technologies).

RNA with A260/A280 nm values over than 1.9, concentrations over 300 ng/μL and 28S/18S ratios over than 1.4 were used.

### Quantitative real time PCR analysis

Total RNA isolated was processed for cDNA synthesis using M-MLV reverse transcriptase (Promega Corporation, Madison, WI, USA). cDNA was amplified by PCR in StratageneMX3000p (Agilent Technologies, Santa Clara, CA, USA) using SYBR Master Mixture (TaKaRa, Tokyo, Japan). The expression levels of target genes were standardized against the GAPDH, an internal control, and calculated using the 2^−△△Ct^ method. The sequences of the primers used in PCRs are listed in Additional file 1. All the assays were performed in triplicate.

### mRNA microarray

Total RNA was processed for double-strand cDNA synthesis, IVT and amplified RNA fragmentation using the GeneChip 3′IVT Express Kit (Affymetrix, Santa Clara, CA, USA) according to the manufacturer’s instruction. RNA was then processed for hybridization at 45 °C for 17 h using The PrimeView™ Human Gene Expression Array (Affymetrix), which contains 49,395 probes covering more than 36,000 transcripts and variants. The arrays were washed in the GeneChip Fluidic Station 450 (Affymetrix), and scanned by the GeneChip Scanner 3000 (Affymetrix). These microarray data have been deposited in NCBI Gene Expression Omnibus (GEO) under accession number GSE93680.

### Data processing

The raw data, expressed as CEL files, were normalized by the log scale robust multi-array analysis (RMA) method with the Expression Console software version 1.1 (Affymetrix). The screening standard for a distinctly significant gene was an absolute fold change (|FC|) > 2 and a corrected p < 0.05.

### Gene ontology and pathway analysis

Gene ontology (GO) analysis was applied to analyze the main function of differentially expression genes (DEGs) according to the gene ontology, the key functional classification of National Center of Biotechnology Information (NCBI) [11]. Two-side Fisher’s exact test and χ^2^ tests were used to classify the GO category. The false discovery rate (FDR) [12] was calculated to correct the p value. The standard of difference screening was FDR < 0.05.

Pathway analysis was used to find out the significant pathway of the DEGs according to Kyoto Encyclopedia of Genes and Genomes (KEGG) [13]. The data analysis method and filter criteria were similar to the GO analysis.

### Pathway-net analysis

Pathway-net analysis was built according to the interaction among pathways of the KEGG database to directly and systemically determine the interaction among the significant pathways [14].

### Signaling processes analysis

Based on the KEGG pathway map (http://www.genome.jp/kegg/pathway.html) [15] ,DEGs involved in key pathways were labeled to clearly visualize the position of specific genes in the signaling processes and determine the regulatory role of DEGs involved in key pathways.

### Signal-net analysis

A gene–gene interaction network was constructed using the source of the interaction database from KEGG. For instance, if there is confirmative evidence that two genes interact with each other, an interaction edge is assigned between the two genes. The networks are stored and presented as graphs, where nodes represent main genes (protein, compound, etc.) and edges represent the relationship between the nodes, such as activation or phosphorylation. The algorithms and construction of the network were achieved using published methods [16].

## Results

### PHF20 is highly expressed in glioma cell lines

We first examined the expression of PHF20 in various glioma cell lines. Expression of PHF20 protein was significantly higher in glioma cell lines (A172, LN229, U251, HS683 and U87) than that in human astrocyte cell line HEB (*p* < 0.05, Fig. 1a). The relative expression level of PHF20 in U87 cells was higher than in other glioma cell lines (*p* < 0.05, Fig. 1b). PHF20 mRNA level was verified by qPCR (Fig. 1c). Thus, the U87 cell line was used to establish PHF20 knockdown cells in following studies. The U87 cells were successfully infected with shCON and shPHF20 72 h after transfection, resulting in a 72% decrease in PHF20 expression (Fig. 1d).

**Fig. 1:**
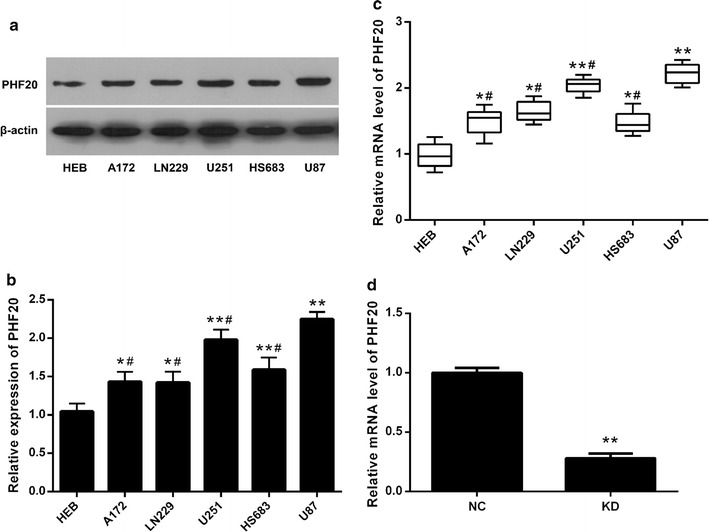
Expression of PHF20 in glioma cell lines (A172, LN229, U251, HS683 and U87) and human astrocytes cell line (HEB). **a** Expression of PHF20 was determined by immunoblotting (n = 3). **b** Relative protein levels were shown by density photometry. Error bars: ± SD. *p < 0.05, **p < 0.01 gliomas cell lines vs. HEB cell line; ^#^p < 0.05 A172, LN229, U251 and HS683 cell lines vs. U87 cell line. **c** Boxplots for the mRNA analysis by RT-PCR (n = 6). *p < 0.05, **p < 0.01 gliomas cell lines vs. HEB cell line; ^#^p < 0.05 A172, LN229, U251 and HS683 cell lines vs. U87 cell line. **d** mRNA levels of PHF20 were detected in U87 cells using qPCR following infection with shCON and shPHF20 (n = 3). Data presented as mean ± SD, **p < 0.01 KD group vs. NC group

### Identification of DEGs that regulated by PHF20

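U87 is a human glioblastoma cell line. Messenger RNA was measured on PrimeView arrays in 3 samples infected with a lentivirus carrying shCON (NC) and in 3 samples infected with shPHF20 (KD), with 1 array per sample. The authors normalized the arrays by RMA, and the deposited values are on the log2 scale with each probe set's own median over the 6 arrays subtracted. They give differences between arrays and no absolute level. Of 49395 probe sets, 49293 were tested after 102 control probe sets were left out. Each change is given as log2 of KD minus NC with its standard error, over 3 arrays per group, and adjusted p values are from limma. DEGs had a fold change above 2 and an adjusted p under 0.05. In lists of genes and for genes without a probe set in Additional file 2, the median over a gene's probe sets was used. A list member rose or fell at an adjusted p under 0.05 without a fold change threshold. By this rule 683 of all 18244 genes rose and 793 fell. The 34 lists were written after Additional files 2 to 4 had been read, so their counts are not evidence independent of the paper. Lists were compared with all other genes by camera in limma, and no list passed with an estimated correlation between genes. That alternative takes its degrees of freedom from the 6 arrays and not from the genes. Failing it therefore does not show that a list is unchanged. The JAK-STAT list failed it with an estimated correlation of 0.0077, under the preset 0.01. The number of arrays limits the precision, since 3 against 3 cannot give an exact permutation p under 0.1. Replicates 1 and 2 of each group lay close together and replicate 3 lay apart. The SD over probe sets of the difference between replicates 1 and 2 was 0.17 in NC and 0.17 in KD, and the smallest SD against replicate 3 was 0.49 in NC and 0.37 in KD. Changes within replicates 1 and 2 and within replicate 3 are therefore given beside those of all arrays for the gene lists apart from cell type markers. They are also given for the genes past both thresholds that the paper names and for the largest changes. Within replicate 3 a change is 1 KD array minus 1 NC array and has no error estimate. Poly-A control RNAs, which are added to the sample RNA, had mean values of -0.06, -0.11 and -0.65 on the NC arrays and of 0.42, 0.33 and 0.04 on the KD arrays.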

A genome wide gene expression analysis was carried out to identify DEGs between NC and KD U87 cells. A total of 540 DEGs were identified, including 175 up-regulated genes and 365 down-regulated genes (Fig. 2a, Additional file 2). 

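In KD cells 236 genes rose and 534 fell past both thresholds, from 388 rising and 971 falling probe sets, and no gene was called both ways. PHF20, the target of the hairpin, fell by 1.30 on the log2 scale (standard error 0.18, adjusted p = 0.00997), a decrease of 59.3%. Its change was -1.06 in replicates 1 and 2 and -1.76 in replicate 3. The other probe sets of PHF20 gave decreases of 39.8% and 66.9%. Among genes that the text of the paper does not name, the largest rises were those of PIR, an iron-binding nuclear protein, with 2.51 (standard error 0.28), of the imprinted gene MEST with 2.49 (standard error 0.58), and of CXADR, a virus receptor of cell junctions, with 2.20 (standard error 0.16). DICER1, the nuclease that makes small RNAs from hairpins, rose by 2.05 (standard error 0.18), and all 4 of its probe sets were called up. MGARP, a mitochondrial protein, and CDS1, an enzyme of phospholipid synthesis, rose by 2.00 and 1.93. The largest falls were those of RFPL4A with -3.38 (standard error 0.44), the trypsin inhibitor SPINK1 with -3.17 (standard error 0.37) and the dehydrogenase DHRS2 with -3.10 (standard error 0.37). The transcription factor ETV7, the tachykinin receptor TACR2 and the chromatin protein HMGB3 had changes of -2.81, -2.69 and -2.68. Adjusted p values of these 12 genes lay between 0.00146 for HMGB3 and 0.0478 for MEST. All 4 probe sets of CXADR were called, 2 of 3 for CDS1, 1 of 2 for HMGB3, 1 of 6 for MEST and 2 of 7 for ETV7, and the rest of the 12 genes apart from DICER1 have 1 probe set. As medians over their probe sets MEST had a change of 2.00 (adjusted p = 0.126) and ETV7 of -0.49 (adjusted p = 0.275). Within replicates 1 and 2 the changes of PIR, MEST, CXADR, DICER1, MGARP and CDS1 were 2.65, 3.11, 2.01, 2.06, 2.31 and 2.09, and within replicate 3 they were 2.22, 1.25, 2.59, 2.03, 1.38 and 1.60. Those of RFPL4A, SPINK1, DHRS2, ETV7, TACR2 and HMGB3 were -4.17, -3.37, -3.72, -3.02, -3.15 and -2.59 within replicates 1 and 2, and within replicate 3 they were -1.79, -2.78, -1.87, -2.40, -1.75 and -2.86. In all 1359 called probe sets the 3 KD arrays lay on one side of the 3 NC arrays. The same direction in replicates 1 and 2 as in replicate 3 follows from this. Of the 1359, 758 were past 2-fold in both. With the replicate number as a block, 583 probe sets rose and 1156 fell. Without replicate 3 of NC 1158 rose and 2036 fell, and without replicate 1 or 2 of either group 133 to 172 rose and 461 to 563 fell. With replicates 1 and 2 of each group averaged into 1 sample, limma called 0 probe sets, and 1517 were past 2-fold at an unadjusted p under 0.05. All 513 probe sets of Additional file 2 had the direction given there, with log2 changes within 5.1e-06 of the paper's. Both were computed from the same arrays, so this match is no independent evidence. Of the 513, limma called 498, and a gene-wise fit without moderation called 253. From the number of genes that changed, the paper proposes that PHF20 may be a key regulator in glioblastoma.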

A subset of DEGs was verified by qPCR. 

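On the arrays, 3 of the 8 genes chosen for qPCR rose and 5 fell in KD cells. BBOF1, a basal body protein, rose by 2.06 (standard error 0.099, adjusted p = 0.00146), and FBXO36, an F-box protein, by 2.02 (standard error 0.15, adjusted p = 0.00229). SPARC, a matrix glycoprotein, rose by 1.93 (standard error 0.32, adjusted p = 0.0173), and 7 of its 8 probe sets were called up. TPM4, an actin-binding tropomyosin, changed by -3.15 (standard error 0.44, adjusted p = 0.0104), and FEN1, a flap endonuclease of DNA replication and repair, by -3.05 (standard error 0.41, adjusted p = 0.00921). AGPS, an enzyme of ether lipid synthesis, changed by -2.91 (standard error 0.15, adjusted p = 0.00146). BCAT1, which breaks down branched-chain amino acids, changed by -2.83 (standard error 0.18, adjusted p = 0.0017), and the chemokine CCL3, with a single probe set, by -2.72 (standard error 0.24, adjusted p = 0.00304). Within replicates 1 and 2 the 3 rises were 2.06, 2.15 and 2.25 and the 5 falls -2.57, -2.50, -2.83, -2.65 and -3.02, in the order given above. Within replicate 3 they were 2.07, 1.76 and 1.30, and -4.32, -4.15, -3.07, -3.20 and -2.12. GAPDH, the qPCR reference, had a log2 change of 0.08 (standard error 0.080, adjusted p = 0.586).

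**Figure D1:**
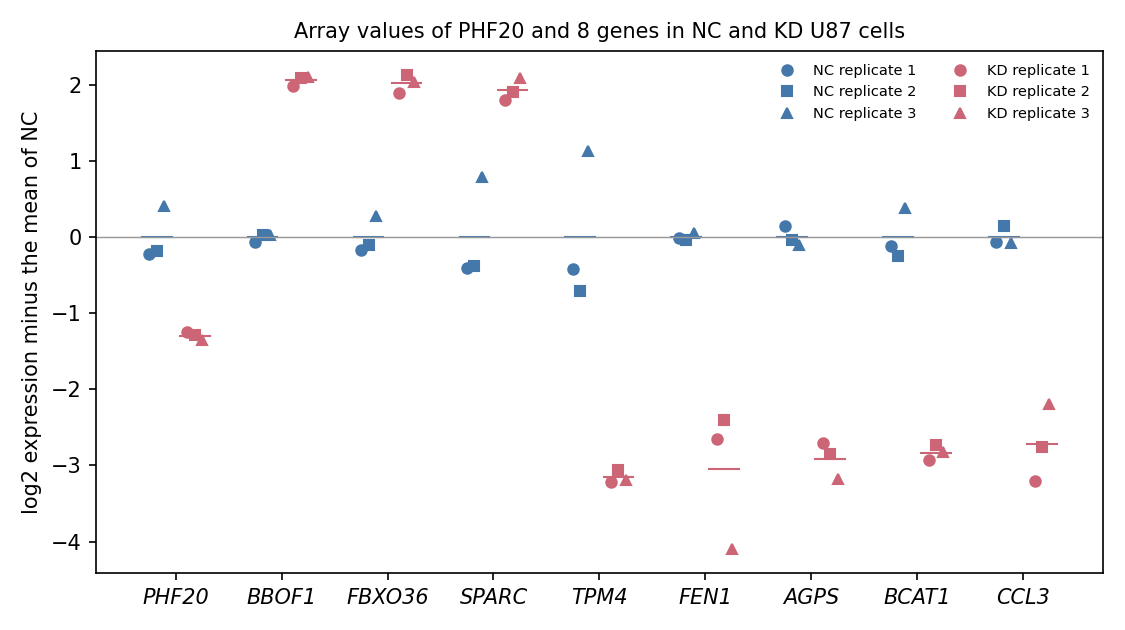
Log2 expression of PHF20 and of the 8 genes on each of the 6 arrays, minus the mean of the 3 NC arrays. Points are arrays, with a shape for each replicate number, and short lines are group means. For each gene the 3 KD arrays lie on one side of the 3 NC arrays.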

Expression of BBOF1, FBXO36 and SPARC increased, while the expression of TPM4, FEN1, AGPS, BCAT1 and CCL3 decreased in PHF20 knockdown cells (Fig. 2b).

**Fig. 2:**
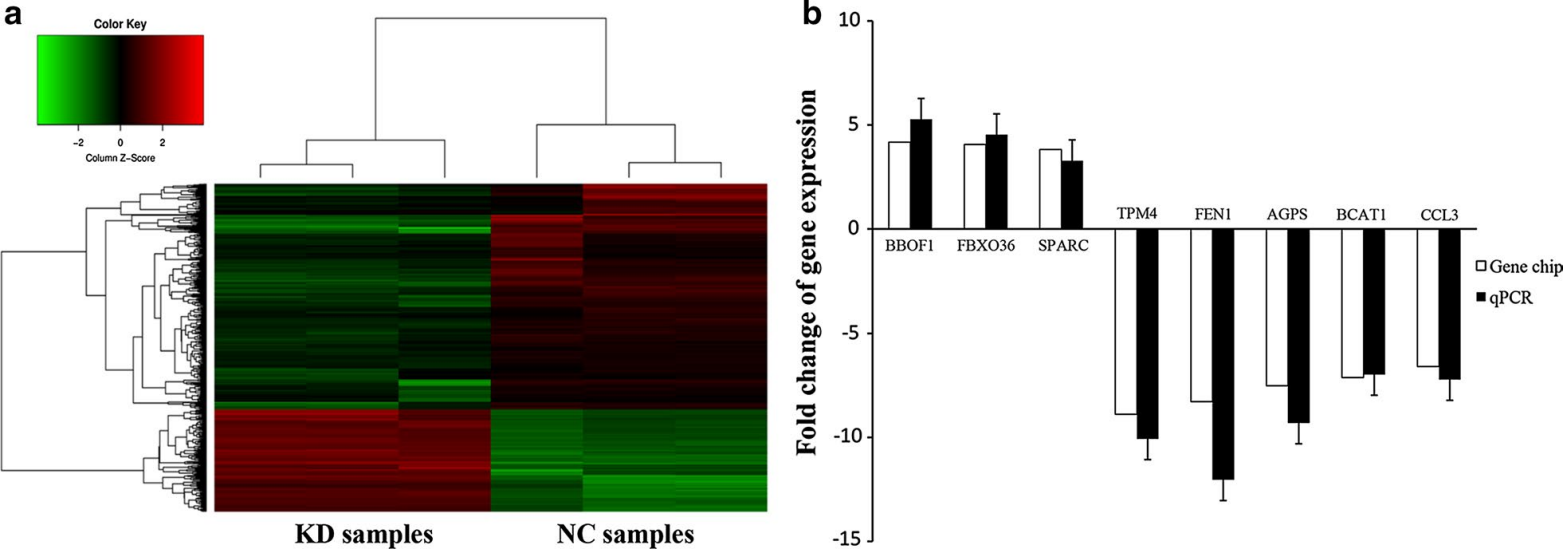
Differentially expressed genes (DEGs) between the U87 cells infected with the negative control (NC) and those infected with shPHF20 (KD). **a** Hierarchical clustering for DEGs. Green represents down-regulated genes, red represent up-regulated genes (p<0.05). **b** A subset of genes differentially expressed between NC and KD cells were validated by qPCR. White bars represent the fold change in expression level between KD and NC as indicated by microarray analysis. Black bars represent the mean fold change of gene expression calculated by qPCR method. GAPDH was used for normalization. Each grey bar is the mean ± SEM of three independent biological replicates

### GO analysis of PHF20 associated DEGs

To determine the primary functions regulated by PHF20 in glioma cells, a comprehensive gene ontology (GO) analysis was performed. A total of 540 DEGs were assigned to 236 GO terms (111 were up-regulated and 125 were down-regulated, Additional file 3). 

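Of 47 measured genes of mitosis, 19 fell, 0 rose and 28 did not pass the test, and 38 fell when adjusted over the list alone. KIF20B, a kinesin of cytokinesis, changed by -1.70 (standard error 0.32) and FAM83D, a spindle protein, by -1.64 (standard error 0.30). SKA2, a part of the complex that holds kinetochores to microtubules, changed by -1.61 (standard error 0.23) and the centromeric histone CENPA by -1.54 (standard error 0.21). All 47 genes had a negative log2 change, with a median of -0.80 (-0.50 in replicates 1 and 2, -1.27 in replicate 3). Camera gave an adjusted p of 2.8e-21 for this list, and adjusted p = 0.731 with an estimated correlation. Of 49 genes of DNA replication and S phase, 8 fell, 0 rose and 41 did not pass the test (11 fell when adjusted over the list alone). Among them were ATAD2, a chromatin factor, with -1.56 (standard error 0.33), MMS22L, which protects replication forks, with -1.50 (standard error 0.14), and DBF4, the activator of a kinase that starts replication, with -1.18 (standard error 0.12). The list's median was -0.68, with -0.35 in replicates 1 and 2 and -1.46 in replicate 3 (camera, adjusted p = 4.7e-10; adjusted p = 0.731 with an estimated correlation). At an unadjusted p under 0.05 in limma, no gene of either list was higher, and 38 genes of mitosis and 19 of DNA replication were lower.

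**Figure D2:**
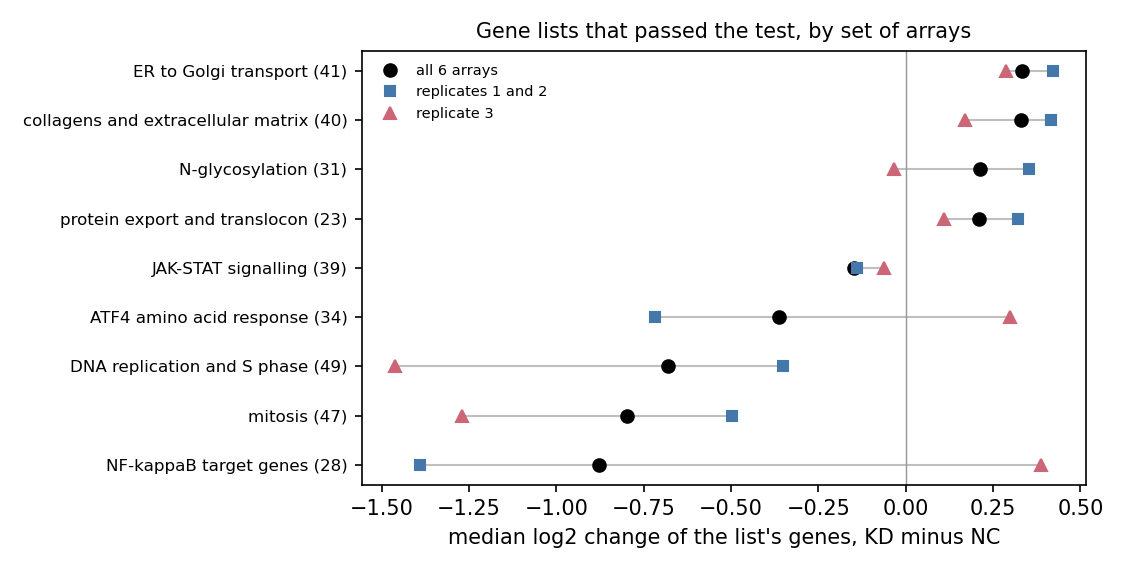
Median log2 change, KD minus NC, of the 9 gene lists that passed camera, with the number of measured genes in parentheses. Circles show all 6 arrays, squares replicates 1 and 2, and triangles replicate 3. The list of NF-kappaB target genes has a median of -1.39 in replicates 1 and 2 and 0.39 in replicate 3.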

The analysis revealed that the up-regulated genes were significantly involved in homophilic cell adhesion, protein transport, and ER to Golgi vesicle-mediated transport. 

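Genes of vesicle traffic between the ER and the Golgi rose more often than they fell. Of 41 measured, 13 rose, 3 fell and 25 did not pass the test, and adjusted over the list alone 18 rose and 6 fell. KDELR3, a receptor that returns ER proteins, rose by 1.43 (standard error 0.26, adjusted p = 0.0265), and SEC24D, a coat protein of vesicles that leave the ER, by 1.21 (standard error 0.25, adjusted p = 0.0366). The GTPase RAB1B changed by -2.07 (standard error 0.12, adjusted p = 0.00155), the coatomer subunit ARCN1 by -1.07 (standard error 0.12, adjusted p = 0.00629) and the GTPase SAR1B by -0.53 (adjusted p = 0.017). The list's median was 0.33, with 0.42 in replicates 1 and 2 and 0.29 in replicate 3 (camera, adjusted p = 0.000577; adjusted p = 0.731 with an estimated correlation). Of 23 genes of protein export into the ER, 5 rose and 0 fell (6 and 0 when adjusted over the list alone), while 1 was lower at an unadjusted p under 0.05 in limma. SEC61A1, the channel of the translocon, rose by 0.63, SSR2 and SSR4, which sit beside the channel, by 0.57 and 0.51, the signal peptidase subunit SEC11A by 0.55 and SRP14, a part of the signal recognition particle, by 0.41 (adjusted p = 0.0306, and 0.0501 with the replicate number as a block). That list had a median of 0.21, with 0.32 in replicates 1 and 2 and 0.11 in replicate 3, and a camera adjusted p of 0.029, which was 0.0555 with the replicate number as a block and adjusted p = 0.731 with an estimated correlation. Without replicate 1 of NC it was 0.0598 and without replicate 2 of KD 0.0837. Of 89 cadherins and protocadherins, the families of homophilic adhesion, 0 rose and 0 fell, also when adjusted over the list alone, while 1 rose with the replicate number as a block. Probe sets of several genes were not part of this list. At an unadjusted p under 0.05 in limma 6 of the cadherins and protocadherins were higher and 1 was lower. Their median log2 change was 0.08, with 0.08 in replicates 1 and 2 and 0.04 in replicate 3 (camera, adjusted p = 0.132; fry, adjusted p = 0.0983).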

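Genes of the amino acid response driven by ATF4 fell more often than they rose in KD cells. Of 34 measured, 5 fell, 1 rose and 28 did not pass the test (6 and 1 when adjusted over the list alone). WARS1, which charges tryptophan tRNA, changed by -2.19 (standard error 0.18, adjusted p = 0.00257), and MTHFD2, an enzyme of mitochondrial folate metabolism, by -1.79 (standard error 0.16, adjusted p = 0.0029). BCAT1, as the median of its probe sets, changed by -1.88, and SHMT2, which makes glycine from serine, by -1.10 (adjusted p = 0.0326, and 0.0584 with the replicate number as a block), with -1.47 in replicates 1 and 2 and -0.36 in replicate 3. The tRNA synthetase NARS1 changed by -0.61 and another, EPRS1, rose by 0.58. The list's median of -0.36 did not hold across the arrays, since it was -0.72 in replicates 1 and 2 and 0.30 in replicate 3 (camera, adjusted p = 0.00058; adjusted p = 0.735 with an estimated correlation). Of 41 genes of the mitochondrial ribosome and respiratory chain, 5 fell and 1 rose, also when adjusted over the list alone. The ribosomal proteins MRPS10, MRPS30 and MRPL44 changed by -1.78, -1.26 and -0.58, and KGD4 of the oxoglutarate dehydrogenase complex by -0.95. COX6A1 of cytochrome c oxidase changed by -1.16 as the median of 2 probe sets that disagreed, with -2.31 and -0.02, and 1 of them was called. NDUFA1 of complex I rose by 0.55. This list had a median of -0.07, with 0.04 in replicates 1 and 2 and -0.27 in replicate 3, and did not pass camera (adjusted p = 0.0557), but did without replicate 1 or 2 of NC (0.0391 and 0.00762) or of KD (0.0308 and 0.0118). Of 19 genes of cholesterol synthesis 1 rose, NSDHL with 0.46, and of 21 glycolytic genes 1 rose, PDK1, a kinase that limits pyruvate oxidation, with 1.17, while 0 fell in either list. Adjusted over the list alone, 4 and 0 genes rose and 0 fell, and at an unadjusted p under 0.05 in limma 2 and 0 were lower. With the replicate number as a block, 5 rose and 2 fell in cholesterol synthesis, and 4 rose and 0 fell in glycolysis. Camera gave adjusted p values of 0.511 for cholesterol synthesis and 0.0796 for glycolysis (0.000576 without replicate 3 of NC), with medians of 0.15 (0.07 in replicates 1 and 2, 0.46 in replicate 3) and 0.13 (0.24 and -0.04).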

Down-regulated genes were involved in small molecule metabolic process, transcription (DNA-dependent), signal and transduction (Fig. 3). Additionally, both up and down-regulated genes were enriched in small molecule metabolic, transcription and apoptotic processes.

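Genes of the apoptosis machinery changed in both directions. Of 32 measured, 3 rose, 4 fell and 25 did not pass the test, and adjusted over the list alone 5 rose and 6 fell (5 and 4 with the replicate number as a block). BAK1, which opens the outer mitochondrial membrane, rose by 0.77 (standard error 0.091, adjusted p = 0.00675), the caspase CASP6 by 0.71 and BAD, which binds survival proteins, by 0.52. BIRC2, an inhibitor of apoptosis protein and ubiquitin ligase, changed by -1.67 (standard error 0.18, adjusted p = 0.00501), with all 5 of its probe sets called down. XIAP, which blocks caspases, changed by -1.15 (standard error 0.18, adjusted p = 0.0173), the death receptor adaptor FADD by -0.91 (standard error 0.079, adjusted p = 0.00276) and the survival protein MCL1 by -0.56. BIRC2 changed by -1.97 in replicates 1 and 2 and -1.07 in replicate 3, and XIAP by -1.39 and -0.67. BIRC2 and XIAP were the members that fell among 6 inhibitor of apoptosis proteins, where 0 rose and 4 did not pass the test (1 rose and 3 fell when adjusted over the list alone, and 1 was higher at an unadjusted p under 0.05 in limma). The median log2 change of the apoptosis list was 0.04, its mean was -0.04, and it did not pass camera (adjusted p = 0.857). Its medians were -0.04 in replicates 1 and 2 and 0.08 in replicate 3. The inhibitors had a median of -0.24, with -0.20 and -0.21 in these sets of arrays (camera, adjusted p = 0.261).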

**Fig. 3:**
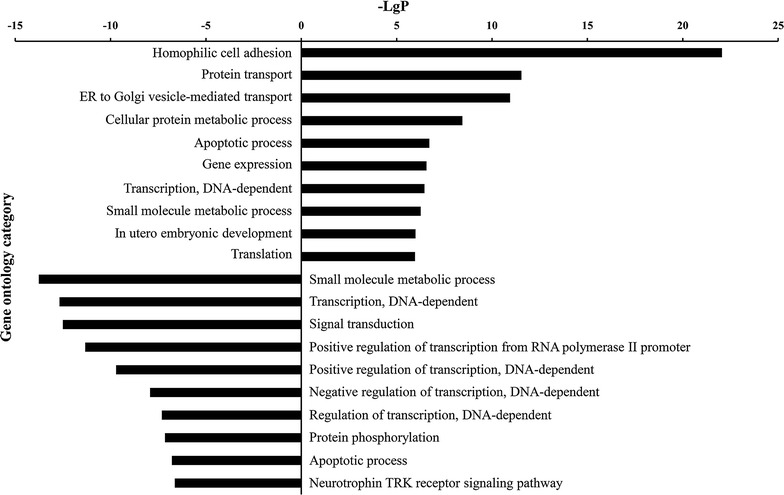
Histogram of gene ontology (GO) analysis of up-regulated and down-regulated genes upon PHF20 knockdown. The X axis displays the negative logarithm of the P value (− LgP) (the larger the value, the smaller the P value). The Y axis displays the name of the gene ontology category

### KEGG pathway analysis of PHF20 associated DEGs

Pathway enrichment analysis of DEGs was conducted on the basis of the KEGG pathway database. This analysis yielded 147 significant pathways, including 41 up-regulated pathways and 106 down-regulated pathways (see Additional file 4). 

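Of 35 genes of the unfolded protein response and ER chaperones, 6 rose, 3 fell and 26 did not pass the test, and adjusted over the list alone 9 rose and 7 fell. SERP1, which stabilizes new membrane proteins, rose by 1.44 (standard error 0.24, adjusted p = 0.0195), and EIF2AK3, the stress kinase PERK of the ER membrane, by 1.30 (standard error 0.11, adjusted p = 0.00272), and the other 4 rises lay between 0.59 and 1.11. The stress transcription factor ATF3 changed by -2.23 (standard error 0.49, adjusted p = 0.0427, and 0.0616 with the replicate number as a block), with -3.03 in replicates 1 and 2 and -0.63 in replicate 3. MANF, a secreted ER protein, changed by -1.20 (standard error 0.17, adjusted p = 0.0116), and SEL1L, a part of the ER degradation complex, by -0.60. The list did not pass camera (adjusted p = 0.758), and its median was 0.10, with 0.07 in replicates 1 and 2 and 0.18 in replicate 3, while its mean was -0.04. Of 31 genes of N-glycosylation, 4 rose and 1 fell (6 and 2 when adjusted over the list alone). MOGS, which trims the first glucose, rose by 0.79 (standard error 0.17), and the oligosaccharyltransferase subunits STT3A, OST4 and DAD1 by 0.69, 0.48 and 0.41, while the glucosyltransferase ALG10B changed by -1.65 (standard error 0.21). This list's median of 0.21 was 0.35 in replicates 1 and 2 and did not hold in replicate 3 with -0.03 (camera, adjusted p = 0.0292; adjusted p = 0.731 with an estimated correlation). It did not pass without replicate 1 of NC (0.0951), replicate 2 of NC (0.116) or replicate 2 of KD (0.0692).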

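Among 34 ubiquitin conjugating enzymes and cullins, 5 rose and 4 fell, and adjusted over the list alone 13 rose and 11 fell. SKP2, which brings substrates to a cullin ligase, rose by 1.22 (standard error 0.20), and UBE4B, UBE2H, CUL5 and RBX1 by 1.00, 0.76, 0.69 and 0.44 (RBX1, adjusted p = 0.0426, and 0.0673 with the replicate number as a block). The ubiquitin ligase NEDD4 changed by -2.03 (standard error 0.14, adjusted p = 0.0021), with all 3 of its probe sets called down, and CUL2, UBE2S and UBE2Q1 by -1.23, -1.01 and -0.72. The median was 0.16 and the mean -0.04, with medians of 0.17 in replicates 1 and 2 and 0.06 in replicate 3 (camera, adjusted p = 0.921).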

The most significant up-regulated and down-regulated pathways were shown in Fig. 4. In addition, pathways in cancer were identified as up-regulated pathways as well as down-regulated pathways.

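Genes of TGF-beta and BMP signalling changed in both directions. Of 35 genes of TGF-beta and BMP signalling, 4 rose, 6 fell and 25 did not pass the test (5 and 7 when adjusted over the list alone). The ligand GDF5 rose by 1.52 (standard error 0.21, adjusted p = 0.0108), the receptor TGFBR2 by 1.48 (standard error 0.16, adjusted p = 0.00489), and ZFYVE9 and SKI, which bind SMAD proteins, by 0.93 and 0.86. The receptor BMPR2 changed by -1.38 (standard error 0.20, adjusted p = 0.0129) and the signal transducer SMAD5 by -1.25 (standard error 0.15, adjusted p = 0.00669). The other 4 genes that fell had changes between -0.93 and -0.71. The list's median was -0.09, with -0.08 in replicates 1 and 2 and 0.07 in replicate 3, and it did not pass camera (adjusted p = 0.218), while fry gave an adjusted p of 0.013. Of 25 genes of the hypoxia response, 22 had a positive log2 change, and 1 rose and 2 fell (2 and 2 when adjusted over the list alone). This count turns on the fit, since 8 rose and 2 fell with the replicate number as a block. PDK1 was the gene that rose without the block. The hypoxia factor HIF1A changed by -0.69 (standard error 0.11, adjusted p = 0.0177), and EGLN2, a hydroxylase that marks it for degradation, by -1.23 (standard error 0.12, adjusted p = 0.00339). The median of the hypoxia list was 0.44, with 0.51 in replicates 1 and 2 and 0.31 in replicate 3. Its camera adjusted p of 0.0557 was 1.0e-04 with the replicate number as a block and 0.841 with an estimated correlation. It was 0.00028 without replicate 3 of NC, 0.0128 without replicate 1 of KD and 0.0163 without replicate 2 of KD.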

**Fig. 4:**
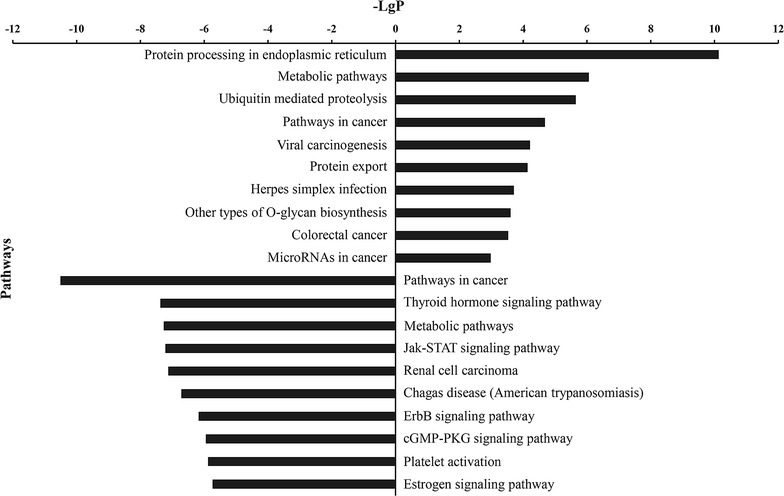
Histogram of significant signal pathways of up-regulated and down-regulated genes following PHF20 knockdown. The X axis displays the negative logarithm of the p value (− LgP) (the larger the value, the smaller the p value). The Y axis displayed the name of the pathway

### Pathway-net analysis of significant PHF20-regulated pathways

In order to define functional relationships among pathways, an interaction net of the significant pathways associated with PHF20 was built (Fig. 5). 46 key pathways and the 147 connections between them were represented by nodes and edges, respectively. 

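Targets of NF-kappaB, most of them cytokines and their regulators, had lower values in KD cells, though not in all arrays. Of 28 measured, 4 fell, 0 rose and 24 did not pass the test, and adjusted over the list alone 8 fell and 0 rose (1 was higher at an unadjusted p under 0.05 in limma). CCL3 fell as above, and CSF3, a growth factor of granulocytes, changed by -1.72 (standard error 0.14, adjusted p = 0.0025). CYLD, a deubiquitinase that restrains the pathway, changed by -1.11 (standard error 0.22, adjusted p = 0.0345), and the cytokine LIF by -0.91 (standard error 0.18, adjusted p = 0.031, and 0.051 with the replicate number as a block). LIF had -1.19 in replicates 1 and 2 and -0.36 in replicate 3. The list's median of -0.88 was -1.39 in replicates 1 and 2 and 0.39 in replicate 3, so it did not hold in both (camera, adjusted p = 1.4e-06; adjusted p = 0.731 with an estimated correlation). Of 39 genes of JAK-STAT signalling, 6 fell and 2 rose (9 and 2 when adjusted over the list alone, 5 and 1 with the block). SPRED1, an inhibitor of RAS signalling, changed by -1.58 (standard error 0.13, adjusted p = 0.00246), and LIFR, the receptor of LIF, by -1.21 (standard error 0.13, adjusted p = 0.00576), while the receptor IL6R rose by 1.29 (standard error 0.20, adjusted p = 0.0151) and STAT4 by 0.86 (adjusted p = 0.0488, and 0.0551 with the block). CSF3 and LIF belong to this list too, and its other falls were those of IL24 with -1.17 and TYK2 with -0.59 (adjusted p = 0.0413, and 0.0625 with the block). The median was -0.15, with -0.14 in replicates 1 and 2 and -0.06 in replicate 3 (camera, adjusted p = 0.00948). With an estimated correlation camera gave an adjusted p of 0.731, and fry gave an adjusted p of 0.013.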

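Of 26 target genes of p53, 2 rose and 1 fell, also when adjusted over the list alone. SESN1, a stress-induced inhibitor of mTOR signalling, rose by 1.20 (standard error 0.18, adjusted p = 0.0133) and TRIAP1, a survival protein, by 0.63 (standard error 0.13, adjusted p = 0.04), while RRM2B, which supplies deoxynucleotides, changed by -1.25 (standard error 0.27, adjusted p = 0.0431, and 0.0518 with the replicate number as a block), with -1.65 in replicates 1 and 2 and -0.45 in replicate 3. CDKN1A had a log2 change of 0.39 (adjusted p = 0.0975) and MDM2 of -0.51 (adjusted p = 0.472), both picked after their values were seen. The median of the p53 targets was -0.44, with -0.77 in replicates 1 and 2 and 0.41 in replicate 3 (camera, adjusted p = 0.261, and 0.000489 towards lower values without replicate 3 of NC). Of 31 integrins and focal adhesion proteins, 2 rose and 2 fell (3 and 4 when adjusted over the list alone, 1 and 2 with the block). The actin linker VCL rose by 0.78 (adjusted p = 0.0419, and 0.0646 with the block), with 1.04 in replicates 1 and 2 and 0.25 in replicate 3, and CAV1, the coat protein of caveolae, by 0.65, while the adaptor CRKL fell as well and the actin crosslinker ACTN1 changed by -0.47. Their median was 0.05, with 0.05 in replicates 1 and 2 and -0.01 in replicate 3, while camera's direction was lower (adjusted p = 0.857).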

Primary interactions occurred between the MAPK, apoptosis, cancer, p53, ErbB, cytokine–cytokine receptor interaction, focal adhesion, and JAK-STAT signaling pathways (Table 1).

**Fig. 5:**
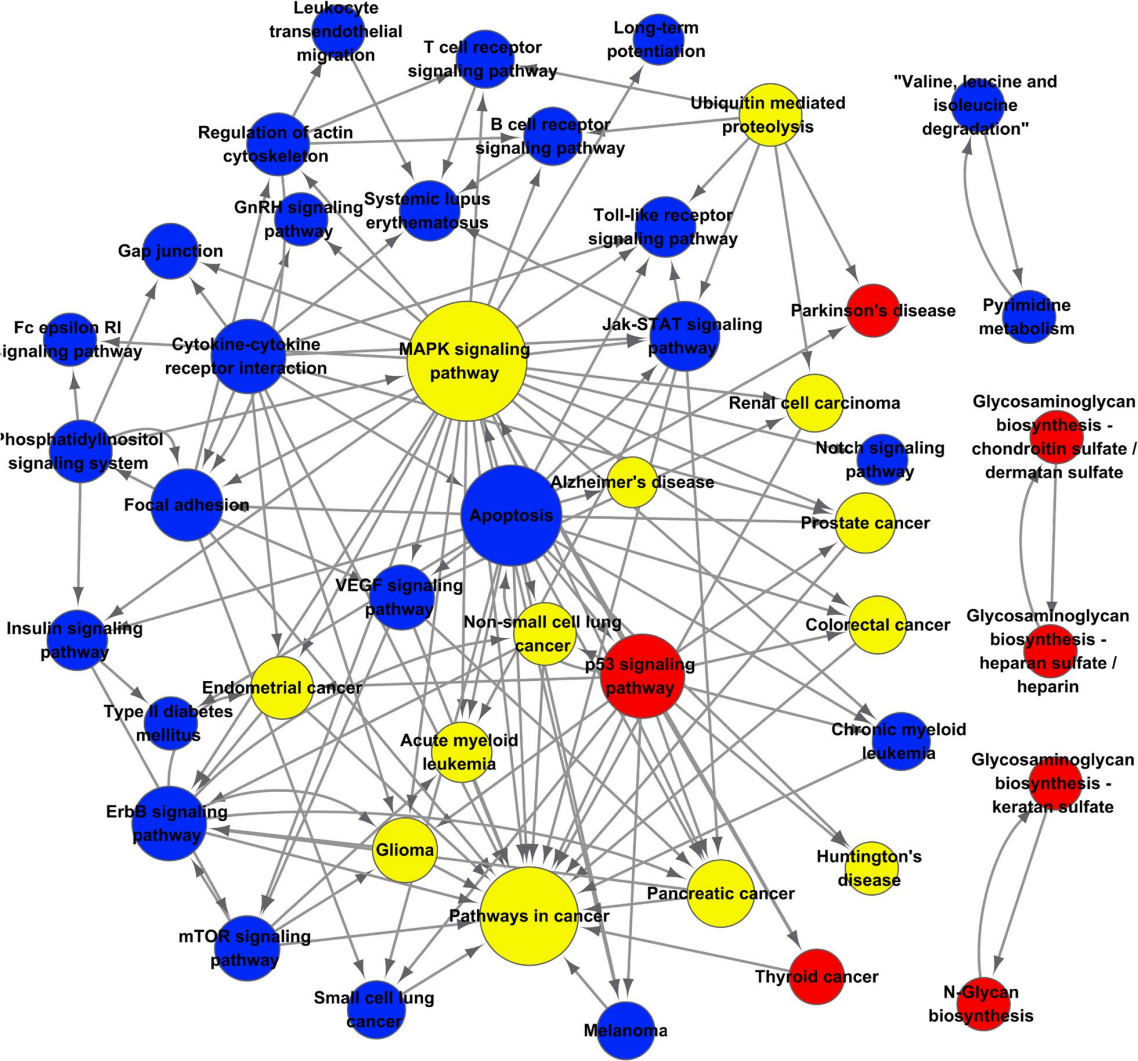
Representation of the interactions between significant pathways associated with PHF20 (pathway-net). The nodes represent pathways. The area of the nodes displayed represents the number of other pathways that interact with this pathway. Lines indicate interactions between pathways. The regulating pathway is represented by the arrow tail, while the pathway being regulated is represented by the arrowhead. Red nodes represent up-regulated pathways. Blue nodes represent down-regulated pathways. Yellow nodes represent the up/down-regulated pathways

**Table 1:** The top 12 key pathways according to the degree size in pathway-net

Pathway name	Style	Outdegree^a^	Indegree^b^	Degree^c^
MAPK signaling pathway	Up, down	27	3	30
Apoptosis	Down	20	2	22
Pathways in cancer	Up, down	0	21	21
p53 signaling pathway	Up	14	1	15
ErbB signaling pathway	Down	5	6	11
Cytokine–cytokine receptor interaction	Down	11	0	11
Focal adhesion	Down	5	5	10
Jak-STAT signaling pathway	Down	5	4	9
Pancreatic cancer	Up, down	2	6	8
mTOR signaling pathway	Down	4	3	7
Glioma	Up, down	2	5	7
VEGF signaling pathway	Down	4	3	7

^a^Outdegree indicates the down-stream pathway numbers

^b^Indegree indicates the up-stream pathway numbers

^c^Degree indicates the sum of outdegree and indegree

### Signaling processes analysis of key pathways

Signaling processes analysis, with the KEGG pathway map, was performed using DEG expression data to determine the regulatory role of DEGs involving in key pathways. 

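Within the MAPK cascade, genes changed in both directions. Of 60 measured genes, 5 rose, 8 fell and 47 did not pass the test, and adjusted over the list alone 10 rose and 9 fell. MAP3K8, a kinase that activates the ERK branch, rose by 1.24 (standard error 0.11, adjusted p = 0.00272), with both of its probe sets called up, and by 1.19 in replicates 1 and 2 and 1.34 in replicate 3. MAP4K4, a kinase of the JNK branch, rose by 0.97 (standard error 0.20, adjusted p = 0.0343, and 0.0561 with the replicate number as a block), with 1.29 and 0.34 in these sets of arrays. DUSP5, a nuclear phosphatase of ERK, rose by 0.87 (standard error 0.18, adjusted p = 0.0337), MAPK7 by 0.63 and RASA2, which switches off RAS proteins, by 0.59. The genes TAOK3, MEF2C, RPS6KA1, PAK2, MAP3K1, FGF1 and MAPK3 fell as well, with changes of -0.80, -0.76, -0.73, -0.63, -0.62, -0.55 and -0.53. FGF13, a member of the fibroblast growth factor family that stays inside cells, changed by -1.17 (standard error 0.19, adjusted p = 0.0182), with -1.15 in replicates 1 and 2 and -1.21 in replicate 3. The median of the list was 0.11, with 0.10 in replicates 1 and 2 and 0.06 in replicate 3, and it did not pass camera (adjusted p = 0.911).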

As shown in Fig. 6, the MAPK signaling pathway included 7 up-regulated and 8 down-regulated genes while pathways in cancer contained 13 up-regulated and 20 down-regulated PHF20-regulated DEGs.

**Fig. 6:**
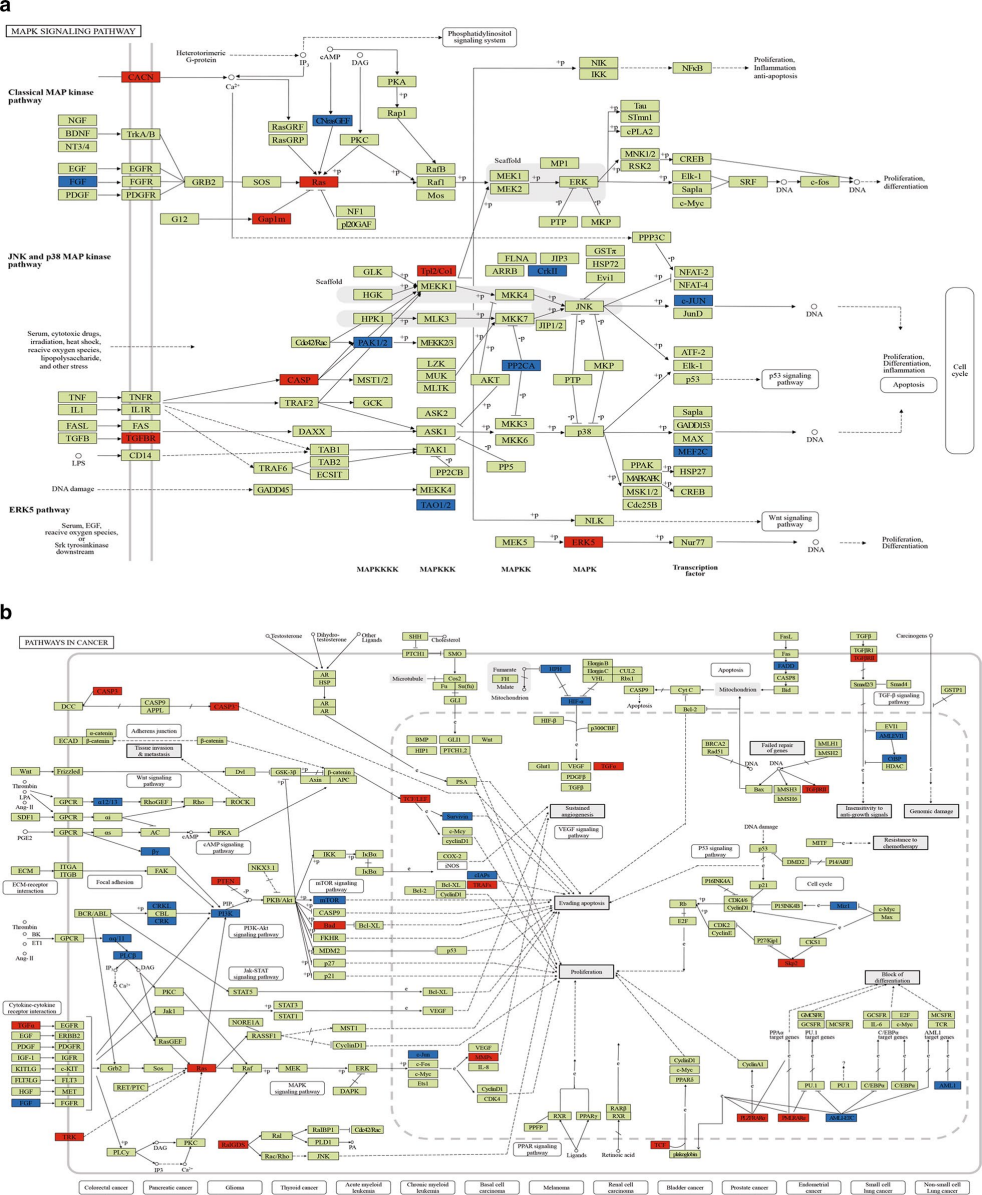
The regulatory roles of differentially expressed genes involved in the MAPK signaling pathway (**a**, map04010) and pathways in cancer (**b**, map05200). Red labels represent up-regulated genes; blue labels represent down-regulated genes. The metabolic maps of the signaling cascade demonstrate potential points regulated by PHF20. The original images were downloaded from the KEGG website

### Signal-net analysis of DEGs

Finally, we identified the key gene interactions between PHF20-related DEGs to construct a regulatory network map. 78 genes were included in the signaling network, and 106 potential direct interactions were identified (Fig. 7). PLCB1, NRAS, PIK3CD, PIK3CA, PIK3R1, HDAC4, HDAC8, CRKL, RAB7A and ITGB3 were the most significantly expressed genes according to the degree size (Table 2).

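Of the genes of Table 2, PLCB1, PIK3R1, RAB7A and ITGB3 fell past both thresholds at the probe set of Additional file 2, and CRKL as the median over its probe sets. PLCB1, a phospholipase that makes inositol trisphosphate, changed by -1.90 (standard error 0.12, adjusted p = 0.00178) at that probe set and by -0.79 and -0.13 at its others. PIK3R1, a regulatory subunit of PI3K, changed by -1.38 (standard error 0.13, adjusted p = 0.0033), and 3 of its 8 probe sets were called down. CRKL, an adaptor protein of receptor signalling, changed by -1.54 (standard error 0.19, adjusted p = 0.00778). RAB7A, a GTPase of late endosomes, changed by -1.26 (standard error 0.12, adjusted p = 0.0033). ITGB3, a subunit of vitronectin receptors, changed by -2.50 (standard error 0.15, adjusted p = 0.00169), and 3 of its 7 probe sets were called down. As medians over their probe sets, ITGB3 had a change of -0.51 (adjusted p = 0.0714), which does not pass, PIK3R1 of -0.88 (adjusted p = 0.0029) and PLCB1 of -0.79 (adjusted p = 0.0375), both under 2-fold, and RAB7A of -1.03 (adjusted p = 0.00246). Within replicates 1 and 2 the changes of PLCB1, PIK3R1, CRKL, RAB7A and ITGB3 were -1.76, -1.38, -1.49, -1.32 and -2.36, and within replicate 3 they were -2.17, -1.40, -1.63, -1.14 and -2.77. As such medians, PIK3CD, a catalytic subunit of PI3K, had a log2 change of -0.32 (standard error 0.11, adjusted p = 0.127), and the histone deacetylases HDAC4 and HDAC8 had changes of 0.19 (standard error 0.086, adjusted p = 0.237) and 0.38 (standard error 0.094, adjusted p = 0.0605). The other genes of the table were not analysed here.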

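Of 27 phospholipase C enzymes and G protein subunits, 4 fell and 0 rose (5 and 1 when adjusted over the list alone, 5 and 1 with the replicate number as a block, and 2 were higher at an unadjusted p under 0.05 in limma). GNA13, a G protein subunit, changed by -1.54 (standard error 0.27), GNAQ, which activates PLCB1, by -0.79 (standard error 0.10) and the calcium channel ITPR2 by -0.73 (standard error 0.16), and PLCB1 was the other member that fell. Among 28 genes of PI3K, AKT and mTOR, PIK3R1 fell and the ribosomal kinase RPS6KB1 rose by 0.40 (standard error 0.084), and 1 rose and 1 fell when adjusted over the list alone (1 and 3 with the block). Of 18 histone deacetylases 0 rose and 0 fell, while adjusted over the list alone 3 rose and 1 fell, with the block 1 rose and 1 fell, and at an unadjusted p under 0.05 in limma 3 were higher and 2 lower. Camera gave adjusted p values of 0.216, 0.911 and 0.479 for these lists, whose medians were -0.04 (0.04 in replicates 1 and 2, 0.00 in replicate 3), 0.06 (0.01 and 0.10) and 0.12 (0.05 and 0.17). The mean of the histone deacetylases was -0.04.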

**Fig. 7:**
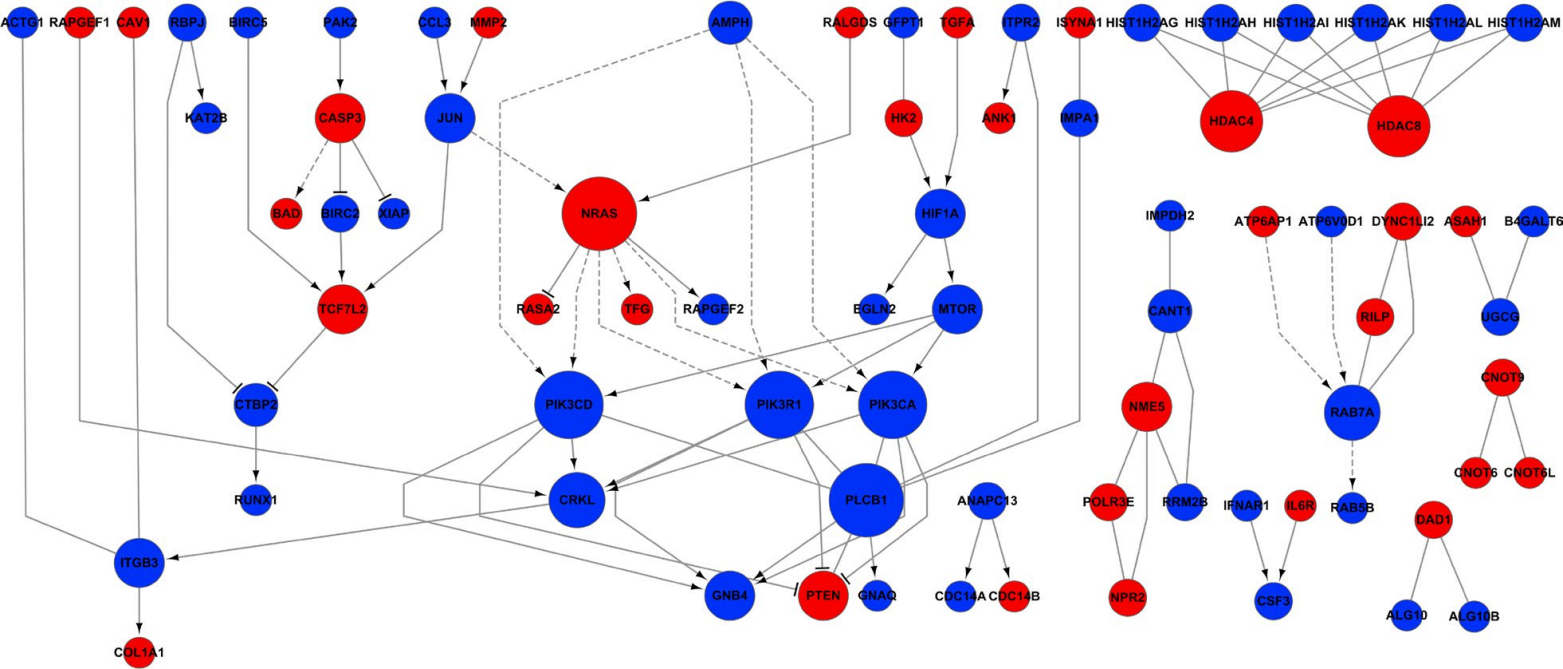
Interaction network analysis of differentially expressed genes related to PHF20. All differential gene interactions were analyzed in signal-net. The genes were connected in a network based on prior known protein–protein interactions and signaling pathways. Nodes represent genes. The area of the node represents the number of other genes that interact with the gene of interest. Lines indicate interactions between genes. Directed lines denote interactions, where genes being acted upon are indicated by the arrowhead and the regulating genes or upstream genes indicated at the arrow tail

**Table 2:** The top 10 significantly expressed genes according to the degree size in signal-net

Gene symbol	Gene ID	Style	Outdegree^a^	Indegree^b^	Degree^c^
PLCB1	23236	Down	3	5	8
NRAS	4893	Up	6	2	8
PIK3CD	5293	Down	4	3	7
PIK3CA	5290	Down	4	3	7
PIK3R1	5295	Down	4	3	7
HDAC4	9759	Up	0	6	6
HDAC8	55869	Up	0	6	6
CRKL	1399	Down	1	4	5
RAB7A	7879	Down	1	4	5
ITGB3	3690	Down	1	3	4

^a^Outdegree indicates the down-stream gene numbers

^b^Indegree indicates the up-stream gene numbers

^c^Degree indicates the sum of outdegree and indegree

## Discussion

PHF20 was originally identified in glioma patients [8] and is significantly associated with glioma pathological tumor grade [6]. In recent years, a growing number of studies have shown that PHF20 is closely related to the development of various tumors [17, 18] and plays important roles in tumor suppression and progression. However, the underlying molecular pathways regulated by PHF20 in glioma remain largely undetermined. Therefore, further in-depth investigations are essential for better understanding of the biological roles of PHF20 in cancer.

In the present study, gene expression profile analysis was performed to identify differentially expressed genes (DEGs) between PHF20 knockdown U87 cells and negative control cells. A total of 540 genes (175 up-regulated genes and 365 down-regulated genes) were differentially expressed following knockdown of PHF20, which suggests that PHF20 may be a key regulator in glioblastoma. Multiple DEGs, including FEN1, BCAT1, AGPS and CCL3, have been implicated in the progression of various cancers. For example, FEN1 is overexpressed in glioblastoma [19]. FEN1 polymorphisms and variant genotypes are associated with glioma susceptibility [20, 21]. CCL3 is also highly expressed in glioma, and may promote glioblastoma cell proliferation and migration [22].

Gene ontology enrichment analysis revealed that highly enriched biological functions were related to PHF20, such as hemophilic cell adhesion, protein transport, metabolic process, transcription and apoptotic process. Thus, PHF20 may influence glioma progression by altering these biological processes.

Several DEG enriched pathways associated with tumorigensis were identified including protein processing in endoplasmic reticulum, metabolic pathways, ubiquitin mediated proteolysis, pathways in cancer, and thyroid hormone signaling pathways. Furthermore, pathway-net analysis revealed that multiple pathways participate in the occurrence and development of cancer including the p53 signaling pathway, apoptosis, pathways in cancer, and the TLR signaling pathway. The p53 signaling pathway was also enriched as a significant pathway by an array comparative genomic hybridization analysis in pilocytic astrocytoma [23]. Furthermore, our findings are in line with previous studies that found that PHF20 could stabilize and activate p53 by promoting p53 methylation [24], and that PHF20 inhibits p53 transcriptional activity via PKB mediated PHF20 phosphorylation [5]. A recent study also showed that PHF20 inhibits tumorigenicity by inducing apoptosis mediated by p53 and Bax [17]. Moreover, accumulating evidences suggested that PHF20 was expressed in a number of tumors, including glioma [6], lung cancer [25] and myeloid malignancies [26]. In addition, elevated expression of PHF20 could cause constitutive NF-B activation [6], which is a key downstream gene of TLR signaling pathway [27].

Finally, signal-net analysis revealed the interactions between 78 PHF20-regulated genes. Core genes PLCB1, PIK3CD/CA/R1, CRKL, RAB7A and ITGB3 were down-regulated while NRAS and HDAC4/8 were up-regulated. PLCB1 plays critical roles in intracellular transduction and regulating signal activation [28], which are important to tumorigenesis. As one of the RAS oncogene family, NRAS have been reported to be involved in development of leukemia [29], melanoma [30] and glioma [31, 32]. Members of the PIK3 family are frequently detected in a wide range of cancers and have been proposed as biomarkers for patient survival and drug response [33, 34]. PHF20 has been suggested as a substrate of PKB [5]. HDACs regulate various nuclear and cytoplasmic processes [35], which are common in various human neoplasms [36, 37]. In addition, synergistic anti-tumor actions between HDAC and PIK3 inhibitors have been validated [38].

## Conclusions

Overall, this study indicated that PHF20 is a pivotal upstream gene that influences the occurrence and development of glioma by regulating a series of tumor-related genes, like FEN1, CCL3, PLCB1, NRAS and PIK3s, and involved in apoptosis signaling pathways. Thus, PHF20 might be a novel biomarker for early diagnosis and therapeutic target for treatment of glioma. Nevertheless, further studies in molecular pathogenesis and large scale clinical tumor specimen validation are still needed.

## Additional files

**Additional file 1.** Primers used in real-time RT-PCR.

**Additional file 2.** The differentially expressed genes (DEGs) between common U87 cells and PHF20 knockdown U87 cells.

**Additional file 3.** Significant gene ontology (GO) analysis of differentially expressed genes (DEGs) related to PHF20.

**Additional file 4.** Significant pathway analysis of differentially expressed genes (DEGs) related to PHF20.

## Abbreviations

DEGs: differentially expressed genes
FDR: false discovery rate
GLEA2: glioma-expressed antigen 2
GO: gene ontology
HCA58: hepatocellular carcinoma associated antigen 58
KEGG: Kyoto Encyclopedia of Genes and Genomes
PHF20: plant homeodomain finger protein 20

# Supplementary material for: Identification of genes and pathways potentially related to PHF20 by gene expression profile analysis of glioblastoma U87 cell line
**Source:** Cancer Cell Int. 2017 Oct 4;17:87. doi: 10.1186/s12935-017-0459-x
**Supplement:** Supplementary file 1 — Additional file 1. Primers used in real-time RT-PCR.

Additional file 1. Primers used in real-time RT-PCR.

| Gene | Forward primer (5'-3') | Reverse primer (5'-3') |
| --- | --- | --- |
| PHF20 | TAGCTCCTACTGCTGTGGATT | AAGCCGAGGACGTTTTAATGG |
| TPM4 | AGCTCCGTGGGTCTTTCTCT | GAAAAAGCTGGTGCCATTTG |
| FEN1 | CGGGCTGTGGACCTCATC | CAAGTCGCCGCACGAT |
| AGPS | ACCAGATTCCCTGGAGTTCA | GAACCACCAGGTCCTCGATA |
| BCAT1 | TTCAACTCGTGATACACCAA | ATTCCTGTGCTAGAGAGCAT |
| CCL3 | TGCAACCAGTTCTCTGCATC | TGGCTGCTCGTCTCAAAGTA |
| BBOF1 | CCGTCGAAGGGAAAGGACAA | TCTGTGACTTCCAACCTGGC |
| FBXO36 | AGTTACTGGTCACCCGGTCT | AGGCAGTTTGACCTTGAAGATG |
| SPARC | TCGGCATCAAGCAGAAGGATA | ATTGGGGGAAACACGAAGGG |
| GAPDH | CAGCCTCAAGATCATCAGCA | TGTGGTCATGAGTCCTTCCA |

How the deposited data were processed for this re-analysis (not part of the article)

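Gene expression was measured in U87 cells, with 3 NC samples (shCON) and 3 KD samples (shPHF20) on 1 PrimeView array each. The labels give RNA taken 72 h after infection, with the virus medium replaced at 12 h, and name the replicates of each group biological replicates 1 to 3. The paper and the labels name different versions of the kit used to prepare the RNA.

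The authors summarised and normalized the arrays by RMA in Affymetrix Expression Console 1.1, and the deposited values are on the log2 scale. The median of each probe set over the 6 arrays is 0 to within 5e-07, so each probe set had been centred on its own median, a step that the methods do not describe. The table therefore holds no absolute level, and a signal over background cannot be given. Filters on dim probe sets, a variance trend with signal and the choice of the probe set with the highest mean need that level and were not used, and quantile normalization was not applied again because it would equalise the spread of centred values. The table held 0 columns of other samples.

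Of 49395 probe sets, 102 control probe sets were left out. Of the 49293 tested, 45278 carry 1 gene symbol, 1333 several symbols and 2682 no symbol in the annotation used here. The probe sets with 1 symbol belong to 18244 genes, of which 11825 have more than 1 probe set. A gene was counted as a DEG where at least 1 probe set of its own passed, and probe sets of several genes were counted only as probe sets. Some genes that the paper names have no named probe set in this annotation and are not reported here.

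KD and NC were compared with limma 3.58.1 in R 4.3.3, with tables read by data.table 1.17.8, by a linear model for each probe set with moderated variances, 2-sided, and p values adjusted by the method of Benjamini and Hochberg over all tested probe sets. The thresholds were a fold change above 2 and an adjusted p under 0.05, as the methods of the paper state them. The paper's text does not name its test for DEGs. The p values printed in Additional file 2 differ by at most 0.00046% from those of a gene-wise fit without moderation on the deposited values.

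For gene lists and for genes without a probe set in Additional file 2, the log2 values of a gene's probe sets were reduced to their median on each array, which had been written as the alternative to the probe set with the highest mean. These medians were fitted apart in limma, with p values adjusted over the 18244 genes. The 34 lists were tested with camera at a preset correlation of 0.01 between genes, with adjustment over the lists, and again with an estimated correlation and with fry, which tests whether a list's own genes move one way. With an estimated correlation 0 lists passed, the lowest adjusted p was 0.731, and 1 list had an unadjusted p under 0.05. Lists that had not passed camera at the preset correlation, such as cadherins and protocadherins, shared this 0.731. By fry 3 lists passed, those of the interferon response, of TGF-beta and BMP signalling and of JAK-STAT signalling. Of the lists that passed camera, JAK-STAT signalling alone passed fry. Genes named in the text are those the paper names as measured, the 6 largest rises and 6 largest falls among other DEGs whose groups do not overlap, and up to 4 members of each list with the largest change at an adjusted p under 0.05. All other members named were picked after their values were seen. Fold changes of Additional file 2 had been read before this rule was written.

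The replicate numbers were checked as pairs. Deviations from the group means correlated over probe sets between NC and KD arrays of the same number with 0.26, 0.27 and 0.37 for replicates 1, 2 and 3, and genes are not independent replicates. Replicates 1 and 2 could be exchanged in this check, since NC replicate 2 with KD replicate 1 gave 0.32 and NC replicate 1 with KD replicate 2 gave 0.25. The replicate number was therefore tried as a block, and replicate 3 was also compared on its own. A principal component analysis gave components of 57.5%, 25.7% and 12.0% of the variance.

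Alternatives to each choice were written before the data were examined, apart from those named as added later in the closing section. The pipeline was tested on simulated data with the size and spread of these arrays, but with independent noise and so without the closeness of replicates 1 and 2. Of 100 log2 changes of 1.5 it recovered 76, and 41 with the replicate number as a block. Of 100 changes of 2.5 it recovered 94, and 77 with the block. Positions of the hairpin target and of seed matches in transcripts were not analysed, since no genome or transcript sequence was used here. The qPCR and protein experiments were not analysed here.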

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

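Of the tests in this part, those of the handling of replicate 3, of RNA degradation, of repeat arrays, of the excess of falls within 1 set of arrays and of p53 targets were chosen only after the result was seen.

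Genes of collagens and extracellular matrix, a group that the paper does not discuss apart from SPARC, were higher in KD than in NC cells, with a median log2 change of 0.33 over 40 measured genes (0.41 in replicates 1 and 2, 0.17 in replicate 3). Of them 10 rose and 0 fell, adjusted over the list alone 13 rose and 3 fell, with the replicate number as a block 15 rose and 1 fell, and 3 were lower at an unadjusted p under 0.05 in limma (camera, adjusted p = 0.000716; adjusted p = 0.731 with an estimated correlation). The list was written after the paper's DEGs had been read. The collagen genes COL1A2, COL4A5 and COL5A1 rose by 1.44 (standard error 0.25, adjusted p = 0.0211), 1.39 (standard error 0.18, adjusted p = 0.00969) and 1.25 (standard error 0.20, adjusted p = 0.0173).

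Replicate 3 of each group stood apart from replicates 1 and 2. The deviations of the NC and KD arrays of replicate 3 from their group means correlated with 0.37 over probe sets, which is consistent with both having been handled together and apart from the others. RNA degradation in replicate 3 is argued against, since the difference between the 3' and 5' control probe sets of GAPDH and ACTB was not larger there, with a largest gap of -0.057. Replicates 1 and 2 might be repeat arrays of 1 RNA, since the SD of their difference was at most 0.44 times that against replicate 3, but the labels call them biological replicates and these values cannot decide. If they were, each group would hold 2 independent samples, and limma called 0 probe sets with replicates 1 and 2 averaged (1517 were past 2-fold at an unadjusted p under 0.05).

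More probe sets fell than rose, 971 against 388. A shift of whole arrays left by the normalization stays open. With each array centred on its median the falls were 2.79 times the rises, but the medians already lay between -0.02 and 0.01, so centring moved little. Control RNAs were lower on the NC than on the KD arrays. Their poly-A means were -0.06, -0.11 and -0.65 in NC against 0.42, 0.33 and 0.04 in KD. The hybridization means were -0.06, -0.07 and -0.39 against 0.10, 0.13 and 0.14. A downward shift of the KD arrays would have made these controls lower in KD, so their direction gives no support to such a shift. Whether equal amounts of control RNA were added was not tested. The excess was present in both sets of arrays, with a smaller ratio of falls to rises past 2-fold of 1.95, and a biological cause was not tested apart from the contrast itself.

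The 6 arrays can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split called 1359 probe sets and was the 1 split with so many, and the highest of the other splits called 0. Each of the other splits mixes NC and KD arrays within its groups. A difference between KD and NC then adds to the spread within groups and lowers the calls, so this comparison cannot exclude chance. In limma the other splits had 0 to 565 probe sets past 2-fold at an unadjusted p under 0.05, against 1986 for the real split.

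Genes of mitosis and DNA replication had lower values in KD cells. A fall in 1 set of arrays alone is argued against, since the higher of the medians of the mitosis genes was -0.50, in replicates 1 and 2. Activation of p53 target genes stays open. Their median log2 change was -0.44, against such an activation, but it was -0.77 in replicates 1 and 2 and 0.41 in replicate 3, where the mitosis genes were lowest, so the sets of arrays cannot be combined for this test. A lower share of dividing cells after the knockdown may also account for the fall, and neither it nor an effect of the single hairpin on other genes was tested.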

How the results depend on the processing

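Averaging replicates 1 and 2, replicate 3 as a block, leaving out both arrays of replicate 3, all probe sets of the listed genes, and the estimated correlation with replicate 3 as a block were chosen only after the data were seen. No result that passed in the main setting or in the alternative reversed its direction between them. Replicate 3 on its own, with 1 array per group and no error estimate, was not one of these alternatives. There the medians of NF-kappaB targets (0.39 against -0.88 over all arrays), the ATF4 response (0.30 against -0.36) and N-glycosylation (-0.03 against 0.21) had the opposite sign, as did those of p53 targets (0.41 against -0.44), the NSL complex (0.08 against -0.27) and other lists that had not passed. Quantile normalization, the filters on dim probe sets at the 25th percentile and at the median, a variance trend with robust moderation and the seed site searches were not run, because the values are centred per probe set or no transcripts were used. Signal over background is not in the table, so what depth limits cannot be stated. The main counts were 388 probe sets up and 971 down, 236 genes up and 534 down, 498 of the paper's 513 probe sets, and 4 lists higher and 5 lower. With the replicate number as a block 583 probe sets rose and 1156 fell. The lists of protein export and hypoxia changed sides of the threshold with this block. So did the genes ANXA2, ATF3, LIF, MAP4K4, RRM2B, RBX1, SHMT2, SRP14, STAT4, TYK2, VCL and WDR5, and no other call of a list or of a gene named in the text did. The number of members that rose or fell moved over 1.5 times with this block in 15 lists, among them hypoxia (8 rose in place of 1), cholesterol synthesis (5 in place of 1) and glycolysis (4 in place of 1), and not in the other 19. As the median over a gene's probe sets, ITGB3, MEST and ETV7 lost their call (adjusted p = 0.0714, 0.126 and 0.275). A gene-wise fit without moderation gave 97 and 310 probe sets, 74 and 189 genes and 253 of the paper's probe sets, and with unequal variances 3 and 12, 3 and 10, and 8. Array weights gave 1005 and 1985 probe sets and 547 and 1073 genes. The weights were lowest for replicate 3, with 0.15 in NC and 0.26 in KD. A test against a fold change of 2 gave 1 and 8 probe sets, 1 and 7 genes, and 8 of the paper's. At an adjusted p under 0.01 there were 170 and 505 probe sets, 123 and 297 genes and 2 lists higher, and at a fold change above 1.5 there were 1332 and 1894 probe sets and 787 and 1007 genes. Leaving out 1 array at a time gave 133 to 1158 probe sets up and 461 to 2036 down, 95 to 624 genes up and 276 to 1096 down, 313 to 477 of the paper's probe sets, and 2 to 6 lists higher and 5 to 7 lower. The highest counts of probe sets and genes came without replicate 3 of NC, and the lowest without replicate 1 or 2 of KD. Of the named genes, 46 to 56 lost their call without replicate 1 or 2 of either group, 22 without replicate 3 of KD, and 2 gained one without replicate 3 of NC. Replicates 1 and 2 averaged gave 0 and 0 probe sets, 0 and 0 genes, 0 of the paper's and 2 lists higher, with a lowest adjusted p of 0.187 and 1517 probe sets past 2-fold at an unadjusted p under 0.05 in limma. With both arrays of replicate 3 left out there were 1037 and 2020 probe sets and 558 and 1077 genes. With replicate 3 as a block 614 probe sets rose and 1355 fell. With an estimated correlation 0 lists were higher and 0 lower (1 with an unadjusted p under 0.05), and with replicate 3 as a block as well 0 and 0 (2 with an unadjusted p under 0.05). Fry gave 1 higher and 2 lower, and all probe sets of the listed genes gave 11 lower. The cause was not tested. Of the comparisons of the 105 named genes with the alternatives, 1328 kept their side of the threshold, 680 lost the call and 12 gained one, and for the lists these were 541, 36 and 35.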

Differences from the paper's values

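At the paper's stated thresholds 770 genes were called here, 236 up and 534 down, against the paper's 540, 175 and 365, each within 1.5 times. The paper's 540 are gene symbols listed once each, on 513 probe sets (160 up and 353 down), and a probe set of several genes is counted there for each of them. The 770 are genes with a called probe set of their own, and probe sets of several genes are not among them. Of the 770, the symbols of 431 are in the paper's list and those of 339 are not. In probe sets, 1359 were called here (388 up and 971 down), more than 1.5 times the number in the paper's list in each direction, where 1 gene can have several called probe sets and the paper's list gives 1 for each gene. The log2 changes compared with the paper's did not differ in sign or beyond their error. Both were computed from the same arrays, so this is no independent evidence.

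The paper states that PIK3CD is down-regulated and that HDAC4 and HDAC8 are up-regulated. Here their log2 changes were -0.32 (adjusted p = 0.127), 0.19 (adjusted p = 0.237) and 0.38 (adjusted p = 0.0605), in the directions the paper states but past neither threshold, and Additional file 2 does not hold them. At 1 probe set each, the changes were -0.75 (adjusted p = 0.00881), 0.68 (adjusted p = 0.0129) and 0.65 (adjusted p = 0.0119), which pass at a fold change above 1.5, an alternative set before the data were examined. PLCB1, PIK3R1, RAB7A and ITGB3 fell as the paper states at the probe sets of Additional file 2, though ITGB3 did not pass as the median over its probe sets (-0.51, adjusted p = 0.0714), and CRKL fell as well and is not in Additional file 2.

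The paper states that homophilic cell adhesion is a leading function of up-regulated genes. Of 89 cadherins and protocadherins 0 rose and 0 fell in limma (1 rose with the replicate number as a block), with 6 higher and 1 lower at an unadjusted p under 0.05, and the list of Additional file 2 holds 0 of these genes. By fry the adjusted p of the list was 0.0983. That list is not the paper's GO term, and probe sets of several genes were left out of it, so the term itself was not tested. Of the paper's other leading functions of up-regulated genes, transport from the ER to the Golgi passed camera towards higher values (adjusted p = 0.000577), as did protein export into the ER (adjusted p = 0.029), a list narrower than the paper's protein transport. With an estimated correlation neither did (adjusted p = 0.731 for both), and protein export did not with the replicate number as a block (0.0555), without replicate 1 of NC (0.0598) or without replicate 2 of KD (0.0837).

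The paper's methods give an FDR under 0.05 for GO terms and describe the criteria for pathways as similar. In Additional file 4, 39 of the paper's 147 pathways have an FDR of 0.05 or higher, up to 0.207, while its unadjusted p values go up to 0.0499.

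Of the paper's 513 probe sets, 15 had an adjusted p of 0.05 or higher in limma here, up to 0.0771, and 861 called probe sets are not in its list. In limma all 513 were called when the adjustment ran only over probe sets past 2-fold and when no adjustment was made. Both alternatives were set before the data were examined. All 513 were also called with replicate 3 as a block, chosen after seeing the values, which dropped 0 of the paper's probe sets. A gene-wise fit without moderation, whose p values match those printed in Additional file 2, called 253 of the 513 after adjustment over all tested probe sets.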

Other observations

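No test in this part was chosen only after the result was seen, apart from the genes said to have been picked later.

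PHF20 belongs to the NSL complex, which acetylates histones. Of its 10 measured members 1 fell, PHF20 itself, 0 rose and 9 did not pass the test, and 2 fell and 0 rose both when adjusted over the list alone and with the replicate number as a block. At an unadjusted p under 0.05 in limma 3 were lower and 0 higher. PHF20L1, the paralog of PHF20, had a log2 change of -0.34 (adjusted p = 0.495), the acetyltransferase KAT8 of 0.44 (adjusted p = 0.424) and the scaffold protein WDR5 of -0.75 (adjusted p = 0.0561, and 0.0359 with the replicate number as a block), all picked after their values were seen. The list's median was -0.27, with -0.46 in replicates 1 and 2 and 0.08 in replicate 3 (camera, adjusted p = 0.103, and 0.0228 without replicate 3 of NC). Of 25 interferon response genes 3 rose and 0 fell, also when adjusted over the list alone, with 7 higher and 3 lower at an unadjusted p under 0.05 in limma. IFIT2, IFI6 and MX2, which act against viruses, rose by 1.00 (standard error 0.083, adjusted p = 0.00253), 0.71 (standard error 0.13, adjusted p = 0.0254) and 0.60 (standard error 0.097, adjusted p = 0.0186). The median of that list was 0.06, with 0.04 in replicates 1 and 2 and 0.06 in replicate 3 (camera, adjusted p = 0.374; fry, adjusted p = 0.013).

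Few markers of brain and other cell types passed the test, but over all 18244 genes also only 683 rose and 793 fell. Lists this short cannot tell their counts from that share. Of 13 astrocyte markers, 13 neuron markers, 10 endothelial markers and 10 epithelial markers 0 rose and 0 fell, also when adjusted over the list alone. With the replicate number as a block 2 astrocyte markers rose and 1 endothelial marker fell. At an unadjusted p under 0.05 in limma 1, 1, 0 and 1 of them were higher and 0, 1, 2 and 0 lower. OLIG2, a transcription factor of the oligodendrocyte lineage, changed by -1.03 (standard error 0.22, adjusted p = 0.042) and was the 1 of 10 markers of that lineage that fell, with 0 rising. CD68, a lysosomal protein of macrophages, rose by 0.52 (standard error 0.10, adjusted p = 0.0337) as the 1 of 14 microglia and leukocyte markers that rose, with 0 falling. ANXA2, a membrane-binding protein, rose by 0.39 (standard error 0.077, adjusted p = 0.0326, and 0.0527 with the replicate number as a block) as the 1 of 13 mesenchymal glioma markers that rose, with 0 falling. With the block 0 mesenchymal markers rose. Counts adjusted over the list alone were the same for these 3 lists. Camera gave adjusted p values of 0.846, 0.797, 0.511, 0.511, 0.758, 0.458 and 0.854 for the 7 lists in the order given here, with medians of 0.05, 0.08, 0.01, 0.05, 0.01, 0.06 and -0.01. The mean was negative for the endothelial, oligodendrocyte, microglia and mesenchymal lists, with -0.05, -0.09, -0.02 and -0.07.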
